A study of Homo sapiens with 16 samples. Its data were reported in "Extracellular matrix-driven metabolic control of pancreatic endocrine lineage allocation" (2025).

How the data were processed

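RNA was sequenced from 16 libraries of pancreatic progenitor cells that had been differentiated in culture from human embryonic stem cells. Treatment with latrunculin B, a drug that depolymerises actin, began on day 19 of the differentiation at 0.5 µM. The labels give 6 groups: control at 0 h (n = 3), control at 24 h (n = 2), and latrunculin B for 3 h (n = 3), 6 h (n = 3), 12 h (n = 2) and 24 h (n = 3). The control at 24 h received the vehicle. The labels tag the control at 0 h as vehicle too, while the series text places it before treatment, so whether it saw the vehicle is not certain. Each sample was assigned to its group by its label.

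For each library the authors deposited a transcript table in the format of salmon, a program that assigns reads to transcripts. Its estimated counts, which need not be whole numbers, and its TPM values (transcript abundances scaled to the same total in every library) were deposited by the authors for 177456 transcripts per library. Salmon shares a read among the transcripts it fits, so genes with near-identical copies are uncertain, and strand use in the counting is not stated. The study's methods describe alignment with STAR and gene counts, which is another route than the one the table format shows, so the upstream settings were taken as unknown. The authors also deposited a table of log2 fold changes with standard errors and adjusted p-values for 3, 6, 12 and 24 h, made with DESeq2. The 16 columns of per-sample values in the authors' deposited table were not used.

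The deposited transcripts were joined to genes by identifier, without the version number, through GENCODE release 44 on GRCh38. Of the 177456 transcripts, 165533 matched and 151923 had the same version. Between 2.92% and 3.17% of the reads of a library belonged to unmatched transcripts and were left out. Genes that also have copies on alternate sequences, such as those of the major histocompatibility region, lose reads to those copies and are called uncertain where they are named. Estimated counts were summed per gene, giving 35810 genes, and rounded to whole numbers.

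Counts were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test (two-sided), with all 6 groups in one fit, TMM scaling and the filterByExpr filter by group, which left 16705 genes. The TMM factors ran from 0.947 to 1.05. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. CPM (the counts of a gene scaled to library size) was computed from the counts and the TMM-scaled library sizes, and is given as mean ± SD. The comparisons were each latrunculin B group against its control (control 0 h at 3, 6 and 12 h, and control 24 h at 24 h), control 24 h against control 0 h, and the difference between the effects at 24 h and at 3 h. No vehicle library of 3, 6 or 12 h was used here. The totals of 23609727 to 33515398 estimated reads per library set the precision: NEUROG3 at 0 h rests on 11 to 32 reads per library.

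A panel of 13 genes was fixed before the data were examined, with 8 gene lists, the tests and the alternatives, apart from those named below as added. The study follows all of the panel but PAX4, an endocrine gene that it does not mention. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes, and adjusted over 40 tests. The list overlap9 holds genes that the study named partly from these libraries, and the panel, PAX4 apart, was chosen from genes it names partly on them too, so neither is independent evidence. The rule for named genes was every panel gene, overlap9 at 6 h, and, for each comparison, the 3 largest rises and the 3 largest falls among called genes. The last also needed a mean log2 CPM of at least 3, a symbol and groups that did not overlap.

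The scripts were tested on simulated counts with 200 genes changed by known folds, drawn from the means and library sizes of the real data. For latrunculin B at 3 h, edgeR tested 16275 genes, of which 196 were changed genes, recovered 74.5% of them and made 2.67% false calls. For control 24 h against control 0 h, with 16295 genes tested, it recovered 61.4% and made 5.47% false calls. At 12 h it recovered 57.4% with 5.08% false calls, and for the difference of effects 56.1% with 5.17%. All simulated groups had the same spread per gene, while the real 12 h libraries differed more than any other replicate pair. The simulated rates at 12 h therefore may not hold for the real calls at 12 h. The result at 3 h was the best among the edgeR comparisons. DESeq2 1.42.0 made 15.3% false calls in the simulation of 3 h on 16705 genes. A shifted list was recovered by camera in the simulation of 3 h, and 0 of 20 unshifted lists were called.

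The alternatives were DESeq2, RLE size factors, no scaling, no filter, a mean of at least 50 counts, an offset for transcript length, the replicate number as a block, only the compared groups in the fit, stricter thresholds, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), another control as the reference, and leaving out each library. For gene lists they were fry, an estimated correlation, the block, no scaling and lists without panel genes. Pooling both control groups was added after the data were seen. Lists of marker genes, of stromal and epithelial cells, were also drawn up after the data were seen. The chi-square per degree of freedom between libraries of one group was at least 5.94 in every pair, so no library was taken for a copy of another.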

Results

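To follow the transcriptome between actin depolymerisation and endocrine specification, pancreatic progenitors derived from human embryonic stem cells were sequenced before and during treatment with latrunculin B. The 16 libraries held from 23609727 to 33515398 estimated reads. Control 0 h had 3 libraries, control 24 h had 2, latrunculin B had 3 libraries at each of 3 h, 6 h and 24 h, and 2 at 12 h. In every library at least 15177 genes had 10 reads or more. The first principal component of log2 CPM held 19.8% of the variance. The 5 control libraries lay between -47.3 and -35.2 on it, and the 5 latrunculin B libraries of 12 h and 24 h between 35.4 and 47.2. The 12 h libraries differed more from each other than any other replicate pair of a group, with a Pearson correlation of log2 CPM of 0.956 across genes, against 0.971 to 0.978 in the other pairs. Genes are not independent replicates.

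The first comparison asked which genes responded within 3 h. Of 16705 genes tested with edgeR, 5271 were called at an adjusted p under 0.05 against control 0 h, 2810 higher and 2461 lower. With a log2 change of at least 1 required as well, 614 genes were called, the largest shift of this count by any alternative tried. Without scaling between libraries the share of higher genes among the calls changed from 53.3% to 36.1%, so the split depends on scaling. The gene PDK4 (ENSG00000004799.8; GRCh38 chromosome 7, 95583499 to 95596516), which encodes a kinase of pyruvate dehydrogenase, had the largest rise by the rule. Its level was 32.6 ± 2.08 CPM (SD, n = 3) at 0 h and 400.3 ± 66.0 CPM (SD, n = 3) at 3 h. The log2 fold change was 3.62 (SE 0.34, edgeR adjusted p 4.24e-06), higher in 3 of 3 libraries. FST rose by 3.62 (SE 0.32) and RGS4 by 2.89 (SE 0.14) on the log2 scale. The largest falls were in ID1 (-4.30, SE 0.19), CCN2 (-4.19, SE 0.35) and TXNIP (-4.08, SE 0.39). ID1 lies on chromosome 20, 31605283 to 31606515, and TXNIP on chromosome 1, 145992435 to 145996579 (GRCh38). TXNIP fell from 96.6 ± 3.52 CPM (SD, n = 3) to 5.73 ± 2.13 CPM (SD, n = 3).

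CCN1 (chromosome 1, 85580761 to 85584589) and CCN2 (chromosome 6, 131948176 to 131951372), which the study uses as readouts of the transcriptional co-activator YAP, were both lower at 3 h. CCN1 fell from 80.4 ± 2.65 CPM (SD, n = 3) to 5.03 ± 0.76 CPM (SD, n = 3), and CCN2 from 174.1 ± 6.77 CPM (SD, n = 3) to 9.52 ± 1.03 CPM (SD, n = 3). Of the endocrine genes in the panel, NKX2-2 was called at 3 h, with a log2 fold change of 2.06 (SE 0.44, edgeR adjusted p 0.00307). Its level at 0 h rests on 6 to 12 reads per library. NKX2-2 does not pass the threshold at 3 h in the authors' deposited table (1.04, DESeq2 adjusted p 0.0711). It was not called against control 24 h, where its change was 0.29 (edgeR adjusted p 0.636). Over all alternatives tried its adjusted p ran from 3.42e-05 under DESeq2 to 0.636. INSM1 rose by 1.14 and missed the threshold (SE 0.42, edgeR adjusted p 0.0562), and passed it under DESeq2 (adjusted p 0.00601), with only the compared groups in the fit (0.0144), without a filter (0.0452) and without control 0 h replicate 3 (1.47, adjusted p 0.0452). Over the alternatives its adjusted p ran from 0.00601 to 0.611. NEUROG3 (0.46, SE 0.49), NEUROD1 (0.60, SE 0.49) and PAX4 (0.66, SE 0.50) were not called against control 0 h. For NEUROD1 and PAX4 all 3 libraries lay above all 3 of control 0 h, at levels below 1 CPM. In all, 5 of the 13 panel genes were called over all genes tested and 6 when adjusted over the list alone, which is not independent evidence.

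**Figure D1:**
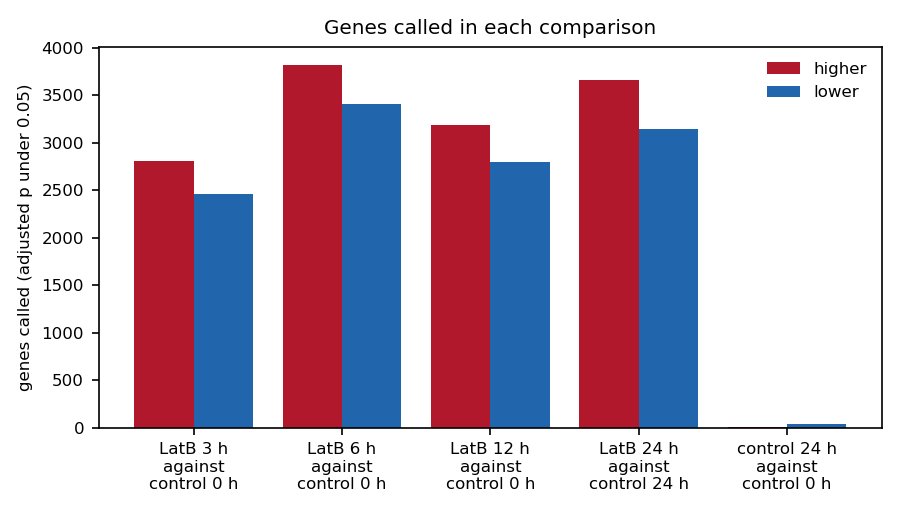
Number of genes called higher (red) or lower (blue) in each of the 5 comparisons at an edgeR adjusted p under 0.05 (y axis, genes; x axis, comparison). The 4 latrunculin B comparisons called between 5271 and 7230 genes, and the comparison of the 2 control groups called 42.

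At 6 h, 7230 genes were called against control 0 h, 3819 higher and 3411 lower; without scaling, 37.7% of the calls were higher instead of 52.8%. The largest rises by the rule were in FST (3.90, SE 0.32), SLC26A3 (3.72, SE 0.33) and PDK4 (3.49, SE 0.33). The largest falls were in CCN2 (-5.70, SE 0.40), ID1 (-4.91, SE 0.20) and CCN1 (-4.64, SE 0.37). All 5 endocrine panel genes were called higher than in control 0 h. NEUROG3 (chromosome 10, 69571698 to 69573422) rose from 0.80 ± 0.49 CPM (SD, n = 3) to 3.64 ± 0.52 CPM (SD, n = 3), a log2 fold change of 2.21 (SE 0.43, edgeR adjusted p 0.00101). INSM1 rose by 2.56 (SE 0.39) and NKX2-2 by 3.09 (SE 0.43). NEUROD1 rose by 1.41 (SE 0.47, edgeR adjusted p 0.0269) and PAX4 by 1.41 (SE 0.48, edgeR adjusted p 0.0286). NEUROD1 and PAX4 each lost the call in 5 of the 6 fits that left out 1 library. Without latrunculin B 6 h replicate 2 their changes were 1.16 and 1.15, with edgeR adjusted p of 0.104 and 0.113. Over all alternatives the adjusted p ran from 0.00661 to 0.608 for NEUROD1 and from 0.00518 to 0.846 for PAX4. Against control 24 h, NEUROG3, NEUROD1 and PAX4 were not called at 6 h, and PAX4 changed sign to -0.13. INSM1 (1.12, SE 0.38, edgeR adjusted p 0.0299) and NKX2-2 (1.32, SE 0.41, edgeR adjusted p 0.0188) were called against control 24 h as well. PDX1, a marker of pancreatic progenitors, was not called at 3 h, where it changed by 0.16 (SE 0.10, edgeR adjusted p 0.247). At 6 h it changed by -0.17 (SE 0.10) and was not called. It was called lower without scaling (-0.26, edgeR adjusted p 0.0306), on both log2 TPM scales and with only the compared groups in the fit (0.00935 to 0.571 over the alternatives). All 9 genes of overlap9 were called higher at 6 h. Their log2 fold changes ran from 1.11 in FOXP1 to 3.90 in FST, and MET rose by 2.47 and MAN1A1 by 1.56. Ordered by unadjusted edgeR p against control 0 h among all rises at 6 h, 7 of the 9 lay within the first 100. DDIT4 ranked 14, FST ranked 155 and PDK4 ranked 267. The study took its top 100 by significance from DESeq2, so these ranks are not those of the study.

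At 12 h, 5988 genes were called against control 0 h, 3189 higher and 2799 lower. With only the groups of this comparison in the fit, 2828 genes were called. The 12 h group has 2 libraries that differed widely. The largest rises by the rule were in TUNAR (3.395, SE 0.39), SPDEF (3.25, SE 0.21) and ASS1 (3.13, SE 0.30), and the largest falls in CCN2 (-5.73, SE 0.47), ANKRD1 (-5.61, SE 0.36) and ID1 (-4.72, SE 0.23). PDK4 was at 168.5 CPM in replicate 1 and 50.6 CPM in replicate 2, so its log2 fold change of 1.75 (SE 0.34, edgeR adjusted p 0.00159) rests on replicate 1. Without that library its log2 fold change was 0.64, and with only the groups of this comparison in the fit its edgeR adjusted p was 0.0516 (1.22e-05 to 0.0516 over the alternatives). NEUROG3 reached 11.2 ± 3.71 CPM (SD, n = 2), a log2 fold change of 3.84 (SE 0.43). INSM1 rose by 3.68 (SE 0.40) and NKX2-2 by 3.80 (SE 0.44). NEUROD1 (2.03, SE 0.50) and PAX4 (1.99, SE 0.50) were called too, but not against control 24 h, where they changed by 0.96 and 0.45. PDX1 was at -0.26 (SE 0.11, edgeR adjusted p 0.0721) and was not called. Limma-trend called it lower on both log2 TPM scales (adjusted p 0.0281 and 0.0288). In all, 9 of the 13 panel genes were called, and 11, with PDX1 and ITGAV, when adjusted over the list alone.

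At 24 h, the reference was the vehicle control of the same time, and 6809 genes were called, 3661 higher and 3148 lower. With a log2 change of at least 1 required as well, 451 were higher and 762 lower, so the balance depends on the threshold. The largest rises by the rule were in BEX5 (2.78, SE 0.21), ASS1 (2.55, SE 0.32) and NPY1R (2.40, SE 0.17), and the largest falls in ID1 (-4.57, SE 0.20), WNT2B (-4.25, SE 0.35) and ANKRD1 (-4.23, SE 0.28). NEUROG3 was at 44.9 ± 17.6 CPM (SD, n = 3) against 2.21 ± 0.20 CPM (SD, n = 2), a log2 fold change of 4.34 (SE 0.42, edgeR adjusted p 7.66e-06). INSM1 (4.31, SE 0.39), NKX2-2 (3.96, SE 0.43), PAX4 (3.38, SE 0.47) and NEUROD1 (2.77, SE 0.49) were higher too. PDK4 stayed higher at 83.3 ± 17.4 CPM (SD, n = 3) against 23.3 ± 0.38 CPM (SD, n = 2), a log2 fold change of 1.84 (SE 0.37). CCN1 (-1.76, SE 0.33) and CCN2 (-3.02, SE 0.34) were lower. PDX1 was at -0.24 (SE 0.11, edgeR adjusted p 0.0880) and was not called. It was called lower on both log2 TPM scales (adjusted p 0.0186 and 0.0190), without latrunculin B 24 h replicate 2 (edgeR adjusted p 0.0243), against control 0 h (-0.33, edgeR adjusted p 0.0142) and against both controls pooled (edgeR adjusted p 0.0112; a reference added after the data were seen). Over the alternatives its adjusted p ran from 0.0112 to 0.272. The authors' deposited table lists PDX1 as lower at 24 h (-0.31, DESeq2 adjusted p 0.000866) and at 12 h (-0.24, DESeq2 adjusted p 0.0332). At 3 h and 6 h PDX1 does not pass the threshold there (DESeq2 adjusted p 0.178 and 0.0961). In all, 11 of the 13 panel genes were called, and 12, with PDX1, when adjusted over the list alone.

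**Figure D2:**
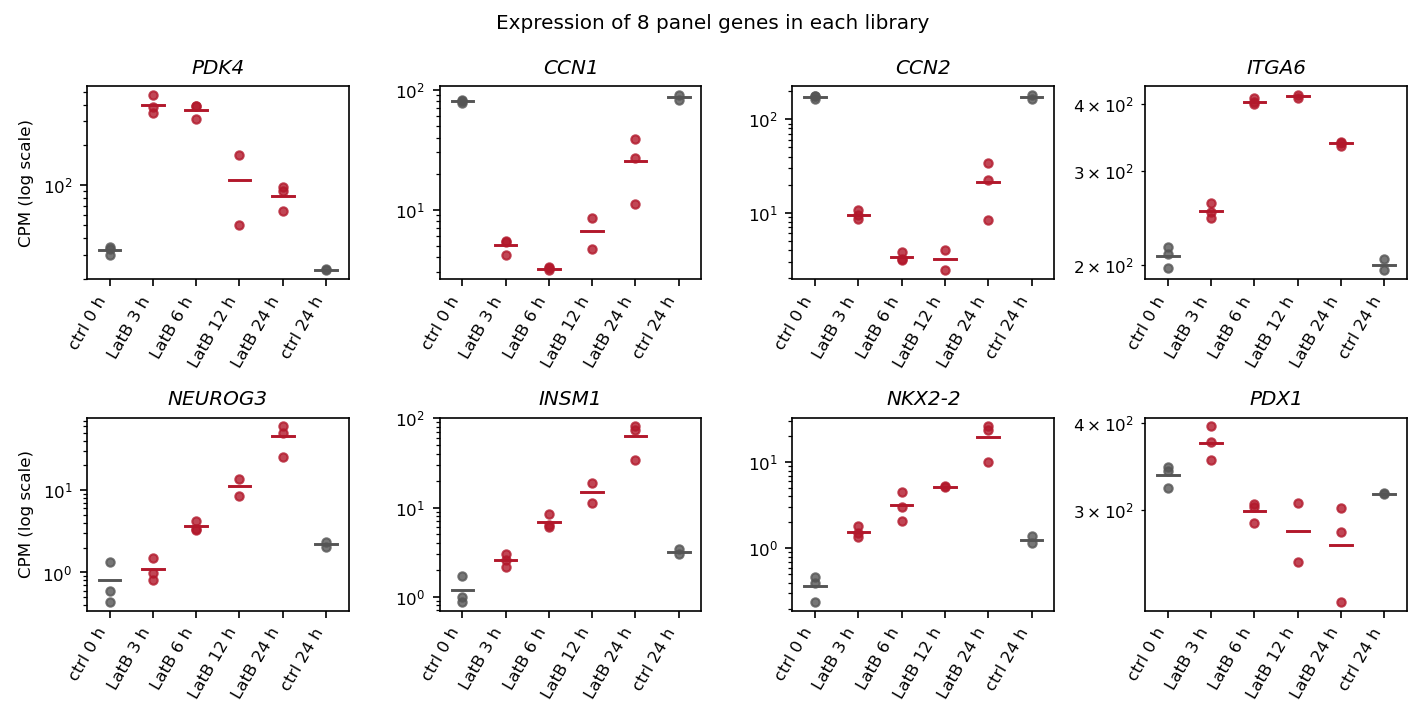
CPM (y axis, log scale, its own range in each plot) of 8 panel genes by group (x axis; grey, controls; red, latrunculin B); each point is a library and each short line is the group mean. The mean of PDK4 was 400.3 CPM at 3 h and 365.4 CPM at 6 h, and the libraries of these times overlapped. The mean of NEUROG3 rose to 44.9 CPM at 24 h.

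The vehicle control at 24 h was set against the control at 0 h to see what changed without the drug. Here 42 genes were called, 5 higher and 37 lower, and 1414 genes had an unadjusted p under 0.05. Over the alternatives this count ran from 2 on log2(TPM + 1) to 265 under DESeq2. The genes named by the rule that rose were SERPINF2 (0.69, SE 0.06), SERPINF1 (0.56, SE 0.09) and TCN1 (0.52, SE 0.10), and those that fell were KIFC1 (-1.14, SE 0.15), RRM2 (-1.10, SE 0.15) and CDCA5 (-0.999, SE 0.17). SERPINF2, SERPINF1 and KIFC1 have copies on alternate sequences and are uncertain. No panel gene was called over all genes tested. Adjusted over the list alone, 4 were called: NEUROG3 (1.49, SE 0.48), INSM1 (1.44, SE 0.45), NKX2-2 (1.77, SE 0.49) and PAX4 (1.54, SE 0.51), each higher in 2 of 2 libraries than in all 3 of control 0 h. DESeq2 called NEUROG3, INSM1 and NKX2-2 over all genes, at adjusted p of 0.0371, 0.0145 and 0.0217. PDK4 (-0.48, SE 0.37, edgeR adjusted p 0.838) was called lower with only these groups in the fit (-0.48, edgeR adjusted p 0.0345; 0.0345 to 1 over the alternatives).

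The integrin genes of the panel did not move together. ITGA6 (chromosome 2, 172427354 to 172506459) was called higher in all 4 latrunculin B comparisons, by 0.28 (SE 0.04) at 3 h, 0.96 (SE 0.04) at 6 h, 0.99 (SE 0.05) at 12 h and 0.75 (SE 0.05) at 24 h, and it was called higher under every scaling tried. ITGAV was called at 24 h alone among these comparisons, at -0.49 (SE 0.09), as was ITGA3 at -0.71 (SE 0.19), and both kept this direction and call under every scaling tried. ITGA5 was not called in any of them. With only the compared groups in the fit, ITGA3 was called lower at 3 h and 6 h, ITGA5 lower at 6 h and ITGAV higher at 6 h (0.16, edgeR adjusted p 0.0132). ITGAV was called higher at 6 h against control 24 h too (0.28, edgeR adjusted p 0.0292), and against both controls pooled (0.21, edgeR adjusted p 0.0369), a reference chosen after the data were seen. Over the alternatives its adjusted p at 6 h ran from 0.0132 to 0.571. In the 12 h libraries ITGA3 was at 40.03 and 81.4 CPM, so no direction can be given for that time. The integrin list of 18 genes was not called by camera in any comparison.

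Of 40 tests of gene lists, 24 were called by camera, of which 21 were also called by fry in the same direction and 3 with an estimated correlation. Those 3 were overlap9 at 3, 6 and 12 h. The endocrine list rose at 3 h (median log2 fold change 0.56, camera adjusted p 0.0334), 6 h (1.06, camera adjusted p 0.000687), 12 h (1.43, camera adjusted p 2.31e-05) and 24 h (1.04, camera adjusted p 0.000288), and in control 24 h against control 0 h (0.59, camera adjusted p 2.6e-08). Without the panel genes, the rise at 3 h was not called. The YAP target list fell at 3 h (-0.30), 6 h (-0.79), 12 h (-0.36) and 24 h (-0.70), and without CCN1 and CCN2 it was not called at 12 h or 24 h. The MRTF-SRF list, of genes that respond to free actin, fell at the same times, by medians of -0.39, -0.65, -0.60 and -0.54. The integrated stress response list rose at 3 h (0.21), 6 h (0.37) and 12 h (0.38) and was not called at 24 h. The FOXO list was called at 3 h, with 10 genes higher and 4 lower, and not at later times, although fry called it higher at all 4 times. Notch targets were called by camera only in control 24 h against control 0 h (-0.14), and by fry only at 3 h (lower). In control 24 h against control 0 h, MRTF-SRF targets (0.09) and overlap9 (0.11) were called by camera as well, and fry called none of these 3.

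The calls at 3 h and 6 h shared 3868 genes in the same direction and 87 in opposite directions. Both comparisons use the control 0 h libraries. In 20 simulations of unchanged groups against shared controls, at most 1 gene was shared. Unchanged groups leave few calls to share, so this count is no measure of the overlap by chance. Independent calls would put 2281 genes in both lists, in either direction. In the simulations the correlation of log2 fold changes across genes was 0.51 (median), against 0.64 observed. The comparisons at 12 h and 24 h share no library, and 3839 genes were called in the same direction in both, against 76 in opposite directions. Tested as a difference, the effect at 24 h differed from that at 3 h in 4665 genes, 2431 with a positive and 2234 with a negative difference; without scaling, 69.0% of these were positive instead of 52.1%.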

Values the study reported

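In a separate experiment, in which progenitors were reseeded on the laminin LN411 or on fibronectin, the study reported 67 changed genes at 3 h, 1065 at 6 h and 5780 at 24 h. It reported that only 9 genes were shared between the top 100 rises on LN411 and the top 100 with latrunculin B. It also reported that PDK4 rose and CCN1 and CCN2 fell before NEUROG3 rose, at 3 h of latrunculin B.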

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

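Of the tests in this part, the comparison without control libraries was chosen only after the result was seen. The effect of latrunculin B at 24 h, against control 24 h, differed from its effect at 3 h, against control 0 h, in 4665 genes, by a test of the difference itself. Among them were 9 of the 13 panel genes. The difference was -1.78 for PDK4 (SE 0.47), 2.24 for CCN1 (SE 0.48), 3.88 for NEUROG3 (SE 0.65), 2.17 for NEUROD1 (SE 0.68), 3.17 for INSM1 (SE 0.58), 1.90 for NKX2-2 (SE 0.62), 2.73 for PAX4 (SE 0.68), 0.47 for ITGA6 (SE 0.06) and -0.45 for ITGAV (SE 0.13), all on the log2 scale.

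The different control libraries at the 2 times do not account for these differences alone: with no control in the comparison, latrunculin B at 24 h differed from 3 h in the same direction in 9 of the 9 genes. That comparison is the tested difference plus the change between the controls, so it is not independent evidence. It also takes in time in culture: NEUROG3 was 1.49 higher in control 24 h than in control 0 h, though not called over all genes by edgeR. A trend with GC content or gene length is argued against as well, since 9 of the 9 stayed beyond 2 standard errors after it was removed; it explained 0.253% of the variance. Library scaling left 8 of the 9 called, and ITGAV lost its call without scaling (-0.35, edgeR adjusted p 0.0652). As to whether 1 library decides, at least 7 of the 9 stayed called in each fit that left out a library of control 0 h or of latrunculin B. NEUROD1 lost its call in 5 of these 9 fits and NKX2-2 in 6. The highest adjusted p by edgeR was 0.0628 for NEUROD1 (1.96, without latrunculin B 24 h replicate 3) and 0.104 for NKX2-2 (1.72, without control 0 h replicate 3). Over all alternatives the adjusted p ran from 0.0027 to 0.0628 for NEUROD1, from 0.00237 to 0.104 for NKX2-2 and from 0.0027 to 0.0797 for ITGAV. Of the panel genes not called, CCN2 was called without latrunculin B 24 h replicate 2 (1.57, adjusted p by edgeR 0.000479; 0.000479 to 0.242 over the alternatives). ITGA3 was called with only the compared groups in the fit (-0.49, adjusted p by edgeR 0.000925; 0.000925 to 0.297). PDX1, just above the threshold (-0.40, adjusted p by edgeR 0.0545), was called under DESeq2, both filters and both log2 TPM scales, and without latrunculin B 24 h replicate 2 (0.0192 to 0.116). Leaving out a control 24 h library leaves 1 in that group. Such fits were not tested, so the dependence on each control 24 h library stays unchecked. Time under the drug, which the design names, stays open as a biological explanation and was not tested. The effect was smaller at 24 h than at 3 h in PDK4 and CCN1 and larger in the other 7 of the 9 genes.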

How the results depend on the processing

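Among the alternatives, only the pooled reference was chosen after the data were seen. The 4 latrunculin B counts and the count of differing effects stayed within 1.5 times of their values under DESeq2, RLE factors, no scaling and both filters. The latrunculin B counts did so with the other control or both as reference too. At an adjusted p under 0.01 the counts were 3400 at 3 h, 3738 at 12 h, 4484 at 24 h, 2 between the controls and 2609 for differing effects, and shared calls fell to 2392 (3 h and 6 h) and 2343 (12 h and 24 h). With a log2 change of at least 1 they were 614, 1033, 1266 and 1213 at 3, 6, 12 and 24 h, 7 between the controls and 960 for differing effects. Higher genes then made up 49.2%, 43.9%, 54.3% and 37.2% of the latrunculin B calls, against 53.3%, 52.8%, 53.3% and 53.8%. Of the differing effects, 43.1% were then positive, against 52.1%. A stricter threshold lowers a count by its construction.

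For differing effects, the offset for transcript length gave 2978, limma-trend gave 2941 on log2(TPM + 1) and 2940 on log2(TPM + 0.1). At 12 h, log2(TPM + 0.1) gave 3981 and the fit with only the compared groups gave 2828; the causes were not tested. On log2(TPM + 1), 38.01% of the calls at 3 h, 36.4% at 6 h and 62.0% of the differing effects were higher, against 53.3%, 52.8% and 52.1%. Without scaling the median of all genes shifted to -0.10 at 6 h.

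The 42 calls between the controls were the least stable count. They became 8 under RLE factors, 7 without scaling, 91 without a filter, 87 with a mean of at least 50 counts, 8 with the length offset, 265 under DESeq2, 2 on log2(TPM + 1), 7 on log2(TPM + 0.1) and 218 with only those groups in the fit; the cause was not tested. Leaving out a control 0 h library gave from 2 to 9 genes over 3 fits, with 2 without replicate 1. Over the fits that each left out 1 library, counts ran from 4145 to 4720 at 3 h, 5934 to 6618 at 6 h, 4826 to 5448 at 12 h, 5584 to 6424 at 24 h and 3959 to 4535 for differing effects. Leaving out a library of control 24 h or of latrunculin B at 12 h leaves 1 in the group. Such fits were not tested, so how far the counts depend on each of these libraries is not known.

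Same-numbered libraries of different groups did not deviate together: the mean correlation of their deviations over 36 pairs was -0.009, against 0.005 for other pairs, so replicate numbers do not pair the libraries. With the replicate block the counts were 4853, 6863, 5364 and 6005 at 3, 6, 12 and 24 h, 6 between the controls and 4107 for differing effects, with 3558 and 3436 shared calls, and INSM1 passed the threshold at 3 h (1.18, adjusted p 0.0352).

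These results changed direction. PAX4 at 6 h went from 1.41 to -0.13 against control 24 h, and FOXO targets at 24 h, not called by camera, were called higher by fry (adjusted p 0.0379); the causes were not tested. A change of sign in a value called under neither setting was not counted. Of 109 single-gene results, DESeq2 moved 5 past the threshold and 0 below it, and log2(TPM + 1) moved 12 below it and 4 past it. Of 663 values from fits that left out 1 library, 32 fell below it and 4 passed it. Of the 40 list results, the estimated correlation left 21 fewer called, and the block changed 0. NEUROG3 at 0 h rests on 11 to 32 reads per library, which limits its fold changes at 3 h.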

Other observations

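The tests of the authors' reference, of the endocrine genes at 6 h, of the stromal list and of the group of the 12 h library were chosen after the result was seen. At 3, 6 and 12 h the reference was the control before treatment. Of the called genes, 79.5% at 3 h, 80.9% at 6 h and 77.8% at 12 h were called in the same direction against control 24 h too, which argues against a steady drift with time in culture as the whole cause. A passing response to the start of treatment, such as to a change of medium, cannot be told apart from the drug for the genes not called in the same direction at 24 h, since no vehicle library of those times was used here. Of the called genes, 41.4% at 3 h, 48.6% at 6 h and 64.1% at 12 h were called in the same direction at 24 h against the vehicle of that time, and 588, 475 and 76 genes were called in the opposite direction. Of the 10 splits of the 6 libraries into 3 and 3, 1 called as many genes at 3 h and 1 at 6 h, the real split in each case, and the other splits called fewer; with 10 splits the share cannot go below 0.1.

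Endocrine genes were higher at 6 h than at 0 h, but their means were also higher in the vehicle control at 24 h, where none was called over all genes by edgeR. For INSM1 and NKX2-2, a steady drift is argued against, since both were called at 6 h against control 24 h (the higher adjusted p by edgeR was 0.0299). Drift at an even rate on the log2 scale is argued against for NEUROG3, which lay 1.83 above the level so reached at 6 h (SE 0.37, adjusted p by edgeR 0.00112), and for NEUROD1 (1.15, SE 0.41, adjusted p by edgeR 0.0359). PAX4 was not called there (1.02, SE 0.42, adjusted p by edgeR 0.0595), so for PAX4 such drift and the drug cannot be told apart. For NEUROG3, NEUROD1 and PAX4, drift at an uneven rate within the range of the controls and the drug cannot be told apart, because the lowest of their adjusted p by edgeR against control 24 h was 0.184 and no control library lies between 0 h and 24 h. The study described no endocrine increase at this time, and the comparison with control 0 h found one. The authors' deposited table also lists NEUROG3 (1.37, adjusted p 0.00519), INSM1 (1.72, adjusted p 8.18e-05) and NKX2-2 (2.08, adjusted p 3.12e-05) as higher at 6 h. NEUROD1 (0.87, adjusted p 0.136) and PAX4 (0.95, adjusted p 0.0852) do not pass the threshold in the authors' deposited table. For these last genes the reference is a candidate explanation. Against both controls pooled they changed by 0.87 and 0.56, with adjusted p by edgeR of 0.117 and 0.370. Against control 24 h alone their adjusted p by edgeR was 0.608 and 0.846. The reference leaves the rise of NEUROG3, INSM1 and NKX2-2 in the authors' deposited table unexplained.

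In the authors' deposited table, NEUROG3 has a log2 fold change of -0.39 at 3 h, 1.37 at 6 h and 4.99 at 24 h, against 0.46, 2.21 and 4.34 here. A candidate explanation is that the authors' deposited table sets every time against control 0 h and control 24 h pooled as 1 reference. A figure legend of the study instead names the time before treatment as the reference for its list of top latrunculin B rises. The legend of its latrunculin B time course speaks of latrunculin B or DMSO, the vehicle, at the times shown. Which reference was meant was not resolved. In all, 12 DESeq2 settings were tried against the authors' deposited table: each of 3 references, with and without an offset for transcript length, and with and without a replicate block. A comparison of edgeR fold changes had come before them. The setting nearest to the authors' deposited table, with the offset and no block, was picked from these 12. The pooled reference lay nearest at 4 of the 4 times, with a median absolute difference of at most 0.00114 over 10756 genes, and up to 0.011 with the block and 0.061 without the offset or block. With the offset and no block, the difference from control 0 h alone was 0.0364 at 3 h, and from control 24 h alone 0.0527. The counts in the authors' deposited table were 5352, 6847, 5607 and 6949 at 3, 6, 12 and 24 h, and the pooled fit gave 5151, 6615, 5378 and 6756. The pooled reference changes little for PDK4, at 3.86 in the authors' deposited table and 3.62 here at 3 h, and more for NEUROG3, which was higher in the control 24 h libraries than in those of control 0 h, though not called over all genes by edgeR.

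The 2 latrunculin B libraries of 12 h differed by over 2-fold in 306 of 10506 genes, against 10 to 112 in the other replicate pairs. A trend with GC content or gene length explained 5.64% of the variance of that difference, which argues against it as the main source. More stromal cells in replicate 2 is a candidate explanation: in a list of 20 stromal genes, of which 19 were tested, the median difference was 1.34, 17 genes were higher in replicate 2, and the median lay above those of all 10000 random lists matched on expression. Abundant list members rose, among them SPARC by 1.24 and FN1 by 0.66, but COL6A1 (-0.40) and COL6A2 (-0.91) were lower, so it stays open. The epithelial list had a median difference of -0.17 and lay at percentile 12.3. That replicate 2 is a library of a control or of latrunculin B at 3 h or 6 h is argued against, since the nearest of these lay 1.17 times as far from it as replicate 1. That it is a library of 24 h stays open. On the axis from the mean at 6 h (0) to that at 24 h (1) it lay at 0.780 and replicate 1 at 0.572. The 24 h libraries lay from 0.844 to 0.993, so replicate 2 lay below them by less than their range. Control libraries lay from 0.522 to 0.549, near replicate 1, so a place on this axis does not measure time under the drug alone. All the 24 h libraries lay below 1, so they were not placed on exactly this axis and the comparison is approximate. Its mean distance was 42.0 from the 24 h libraries and 42.1 from replicate 1. The nearest 24 h library lay 35.0 from it, beyond the largest distance within the 24 h group (26.5), which goes against a library of 24 h. That nearest library still lay closer to it than replicate 1 did. Replicate 1 itself lay nearer to the 24 h libraries (33.1) than to replicate 2. With 2 libraries it cannot be said which one departs from the group.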
